A study of Mus musculus with 2 samples. Its data were reported in "A Wnt-mediated transformation of the bone marrow stromal cell identity orchestrates skeletal regeneration" (2020).

How the data were processed

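Single-cell RNA sequencing measured transcripts of Cxcl12-GFP+ cells from the femurs of 2 mice at postnatal day 28, 1 library per mouse, after a tamoxifen injection at postnatal day 21. Both mice belonged to 1 group, so no groups of animals were compared. All comparisons were between classes of cells within these mice. The labels of the sort differed among themselves: 1 protocol field names tdTomato+ cells, while the cell type and design fields name GFP+ cells. The libraries were treated as GFP+ sorts.

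The values the authors deposited are raw UMI counts per feature and barcode. A UMI is a molecular tag that lets reads of 1 captured transcript be counted once. Per the file headers the authors made them with Cell Ranger 3.0.0, and the study's methods name the mm10 mouse genome with added reporter sequences. The annotation release was not stated. Every barcode of the 10x list was present (6794880 per library), without a filter for cells, over 28006 features, of which 8 were reporter or recombinase sequences. The tdTomato sequence includes a WPRE element that a creER feature also holds, and eGFP resembles EYFP. UMIs of such shared stretches could have been dropped or split in counting, so these 8 features are uncertain by an unknown amount. The libraries held 54940400 and 88790688 UMIs.

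Cells were barcodes with at least 1000 genes and at most 15% mitochondrial UMIs, the limits of the study for this chemistry. This kept 2750 cells in Mouse #1 and 4582 in Mouse #2. Counts per cell were scaled to 10000, log-transformed and corrected for log UMIs per cell by linear regression. From the 2000 most variable genes, 30 principal components were taken. A graph of 15 shared nearest neighbors was clustered with the Leiden method (leidenalg 0.10.2) at resolution 0.5. Mitochondrial genes and the 43 genes of the fixed lists, tdTomato and eGFP among them, were left out of the clustering genes. The iCreER feature was not left out. No correction for mouse was applied.

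Classes were named from marker lists fixed before the data were examined, while the scoring rule was set afterwards. A marker counted as raised at 1.5 times the mean of the other clusters with detection in at least 10% of cells. The class with the largest share of raised markers gave the name, followed by "-like". A cluster stayed unnamed with fewer than 3 raised markers, when its top 10 genes by fold held as many markers of another class, when it was shallow with no marker there, or when 3 cell cycle genes were among them. The reticular markers were Adipoq, Lpl, Hp, Gas6, Cp, Gdpd2, Agt and Esm1. The preosteoblast markers were Alpl, Mmp13, Ibsp, Col1a1, Kcnk2, Limch1, Spp1 and Bglap. Lists of the same kind served for periosteal, endothelial, mural, chondrocyte, myeloid, lymphoid, erythroid and megakaryocyte cells. No cluster took the mural, chondrocyte or megakaryocyte name. The names were rebuilt here, so a difference from the study may come from the names.

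Doublets were kept, as the study names no removal. Scrublet (scanpy 1.11.5) marked 7 cells (0.255%) and 6 cells (0.131%), so its automatic threshold had not worked. Removing the highest scores at an expected 0.8% per 1000 cells took out 60 and 168 cells and served as an alternative chosen after seeing the data.

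Levels are counts per total UMIs of a class (CPM), from sums per mouse. Shares of cells with a UMI were compared after thinning each cell to 2000 UMIs at random. This left out 6 cells of Mouse #1 and 21 of Mouse #2. Hematopoietic cells, the myeloid, lymphoid and erythroid classes together, gave the background. A cell was tdTomato-positive when its tdTomato UMIs per 10000 exceeded the 99th percentile of hematopoietic cells of its mouse, which was 7.91 in Mouse #1 and 14.7 in Mouse #2. Free RNA was read from barcodes of 1 to 100 UMIs. Shares, except those of cells with cell cycle UMIs, have 95% Wilson intervals and summed counts have exact Poisson intervals, which cover counting error only.

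Differences between classes were tested on counts summed per mouse and class, so that the mouse and not the cell was the replicate. The test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with TMM scaling, genes kept by filterByExpr, and Benjamini-Hochberg adjustment over all tested genes. A call is an adjusted p under 0.05. For the fixed lists, calls were also counted after adjustment over the list alone. The study named part of these genes from these samples, so neither count of list calls is independent evidence. Gene-wise CPM values beside these tests carry the TMM scaling. The fits had no block for mouse, with the block as the alternative. The pairing comes from the animals, since both classes of a pair were taken from 1 mouse. Checked across genes, the deviations of the same mouse from the class means correlated at 0.321 for reticular-like against preosteoblast-like cells and at 0.564 for tdTomato-positive against tdTomato-negative cells. Genes are not independent replicates in that check. In the comparison of tdTomato-positive and tdTomato-negative cells, tdTomato itself was left out.

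The code was tested on simulated data with 200 changed genes. Without a mouse effect it recovered 171 of them with 7 false calls among 12763 genes for reticular-like against preosteoblast-like cells, and 176 with 8 false calls among 12078 genes for the tdTomato comparison. With simulated mouse effects, the fit without a block recovered 0 and the blocked fit 111 (5 false calls) among 12781 genes in the class comparison. In the tdTomato comparison these were 49 and 151 (0 and 6 false calls) among 12093 genes. The simulation with mouse effects planted smaller changes, so its counts cannot be set against those without mouse effects. It also gave both classes of a mouse the same mean per gene before the change and took its spread from the blocked fit. It therefore favored the block and cannot show which fit suits the real data.

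Genes named in the text come from fixed lists of 43 genes and from a rule. It takes the 5 highest and the 5 lowest log2 fold changes among called genes changed the same way in both mice, with at least 20 CPM in the higher class of both. Between classes it was restricted to genes outside the clustering genes and the lists, a restriction chosen after the data were seen, since clustering genes define the classes. In the tdTomato comparison the unblocked fit called no gene, so the rule was applied to the blocked fit. Leading genes of clusters and the other reporter features fall outside the rule and were chosen after their values were seen.

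Alternatives were other limits on genes and mitochondrial UMIs, a UMI minimum, doublet removal, resolution 1.0, clustering with the fixed lists, DESeq2 1.42.0 with its size factors, no filter on low counts, the mouse block, another tdTomato threshold and no thinning. Added later were positive and negative cells matched on cluster and on 3 depth bins, removal of hemoglobin-rich cells, and the cycling cluster included. With 2 mice, leaving out 1 leaves the value of the other, so such fits give values and no calls. Outliers among samples and other splits of the samples could not be tested with 2 libraries. Gene coordinates are from GENCODE vM21 on GRCm38 (mm10), in which 27645 of 27998 gene IDs (98.7%) were found. All 60 coordinates looked up had the same symbol there.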

Results

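Transcriptomes of single Cxcl12-GFP+ cells were collected from the femurs of 2 mice at postnatal day 28. The mice carried an eGFP allele at Cxcl12, a tamoxifen-inducible Cxcl12-creER transgene and the R26R-tdTomato reporter, which is transcribed in cells where the recombinase has acted and in their descendants. Mouse #1 gave 54940400 UMIs and Mouse #2 gave 88790688. After filtering, 2750 cells of Mouse #1 and 4582 cells of Mouse #2 remained, a mean of 3666 ± 1295 (SD, n = 2). Median depth was close in the libraries, at 12966.5 and 12190 UMIs and at 3477.5 and 3458.5 genes per cell. Median mitochondrial content was 3.44% and 3.84%. The stricter limits of 2000 genes and 10% mitochondrial UMIs moved the number of cells most, to a mean of 2940.5.

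Clustering of the cells gave 21 clusters. Blood cells identified by their markers made up 25.1% of cells in Mouse #1 (95% Wilson interval 23.5 to 26.7%) and 14.8% in Mouse #2 (13.8 to 15.9%), a mean of 19.9% ± 7.28 (SD, n = 2). This difference between the mice exceeded counting error. The mean fell to 13.5% under the stricter limits, which moved it most. Among them, myeloid-like cells were the largest class in both mice, at 12.47% and 6.68% of all cells, ahead of lymphoid-like cells (8.51% and 5.19%) and erythroid-like cells (4.11% and 2.92%).

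Reticular-like cells dominated the non-hematopoietic cells, with 60.8% in Mouse #1 (interval 58.7 to 62.9%) and 63.1% in Mouse #2 (61.5 to 64.6%). These were 1253 and 2462 cells in 5 clusters. Preosteoblast-like cells followed with 21.02% (19.3 to 22.8%) and 20.8% (19.6 to 22.1%), or 433 and 812 cells in 2 clusters. Both shares differed between the mice by no more than counting error allows. Periosteal-like cells were 3.74% (3.00 to 4.65%) and 6.02% (5.32 to 6.81%), and these intervals did not overlap. Endothelial-like cells were 7.38% and 3.56%, with intervals of 6.33 to 8.59% and 3.02 to 4.19% that did not overlap. Another 7.04% and 6.56% stayed unnamed. They included a cycling cluster led by Acta2, Rgs5 and mitotic genes (65 and 73 cells), a shallow cluster (40 and 91 cells) and a cluster led by Bglap and Col11a2 (13 and 61 cells). Clusters led by C1qa (21 and 21 cells) and Siglech (6 and 10 cells) were also unnamed and thus counted as non-hematopoietic. Admitting cells with 500 genes and 20% mitochondrial UMIs moved the reticular-like share most, to 56.0%, while the unnamed share rose to 14.2%. Stress or immune genes led several reticular-like clusters: Ccl2 and Ptx3 in cluster 0, Hspb1 and Hspa1b in cluster 1, Fos and Egr1 in cluster 5, and Cxcl9 in cluster 16. Cluster 5 held 30.3% of the reticular-like cells of Mouse #1 and 3.29% of those of Mouse #2.

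The distribution of eGFP shows which classes carried the reporter used for the sort. It was most abundant in reticular-like cells, with 12789 CPM in Mouse #1 and 12476 CPM in Mouse #2. Preosteoblast-like cells held 5397 and 3121 CPM, periosteal-like cells 4538 and 3060 CPM, and endothelial-like cells 3089 and 3302 CPM. Hematopoietic cells had 498 and 844 CPM as background. At 2000 UMIs per cell, eGFP was detected in 99.04% and 98.98% of reticular-like cells, against 13.3% and 22.5% of hematopoietic cells. The share was 84.5% and 70.2% in preosteoblast-like cells, 89.6% and 86.8% in periosteal-like cells, and 84.9% and 85.6% in endothelial-like cells. All of these were above the hematopoietic share beyond counting error. Median depths were 12378 and 11508 UMIs in reticular-like cells and 12462 and 10710.5 UMIs in hematopoietic cells. Without thinning, the mean shares were 99.5% in reticular-like, 92.0% in preosteoblast-like and 38.8% in hematopoietic cells. Removing the highest Scrublet scores moved the hematopoietic background most, to a mean of 256 CPM.

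**Figure D1:**
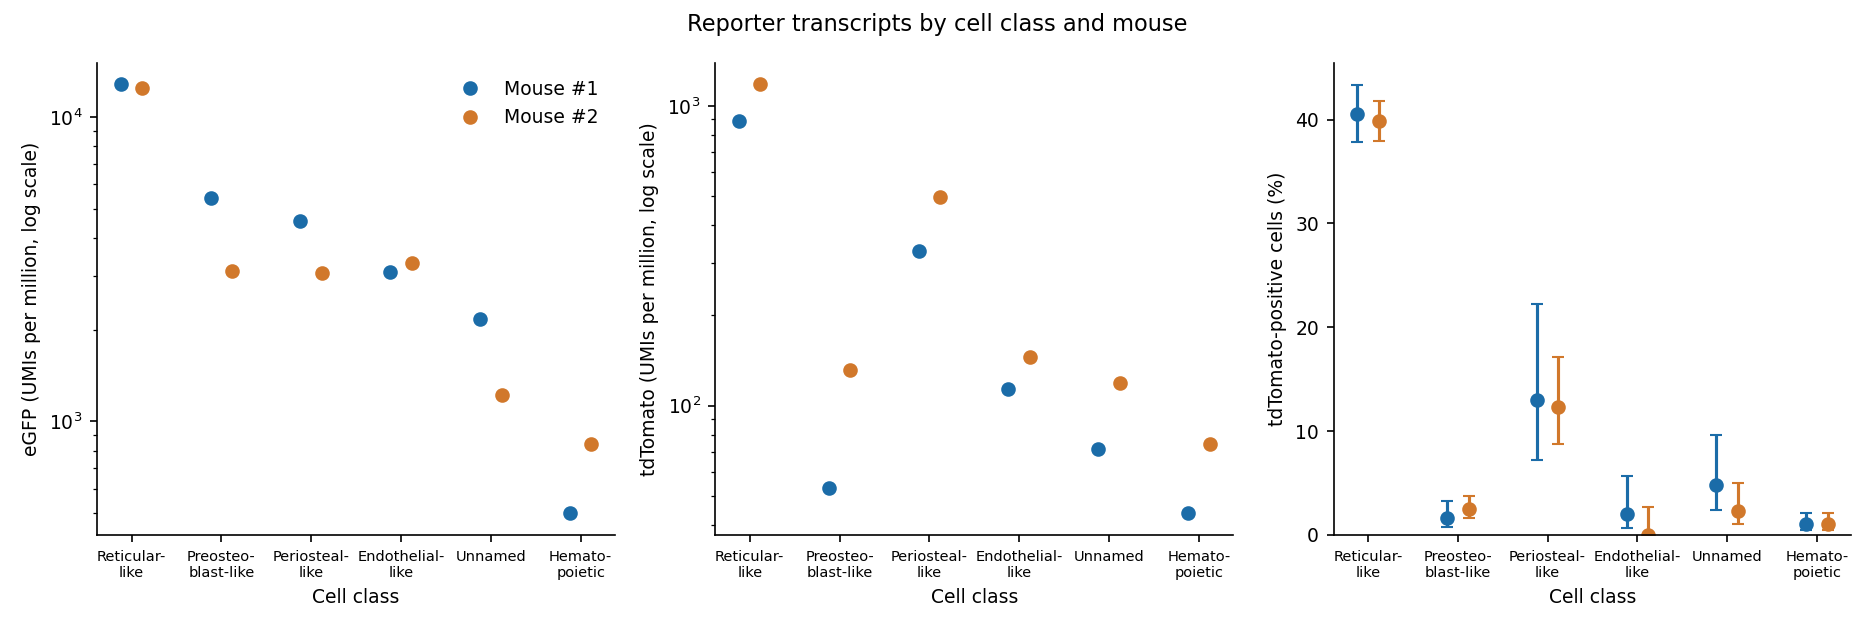
CPM of eGFP (left, log scale), CPM of tdTomato (middle, log scale) and percent of tdTomato-positive cells (right, bars are 95% Wilson intervals) for each cell class, 1 point per mouse. Reticular-like cells lie highest in all panels, and 40.5% and 39.9% of them were tdTomato-positive.

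Where the cells marked by Cxcl12-creER lie among these classes was asked through tdTomato. Its level was 887 and 1178 CPM in reticular-like cells against 53.2 and 132 CPM in preosteoblast-like cells, with 43.7 and 74.4 CPM in hematopoietic cells. Preosteoblast-like cells thus lay above hematopoietic cells in summed level in both mice. By thinned shares they did not: 4.62% and 11.5% of them had a tdTomato UMI, against 7.25% and 8.88% of hematopoietic cells. The intervals of these shares overlapped in both mice. In summed counts per mouse, tdTomato was higher in reticular-like than in preosteoblast-like cells by a log2 fold change of 3.53 ± 0.45 (SE; adjusted p 0.0039, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Both mice had this direction, with log2 ratios of 4.14 and 3.21. Removing the highest Scrublet scores moved the fold change most, to 3.83. tdTomato-positive cells were 40.5% of reticular-like cells in Mouse #1 (interval 37.9 to 43.3%) and 39.9% in Mouse #2 (38.0 to 41.8%). Only 1.62% and 2.46% of preosteoblast-like cells passed this threshold, close to the 1.01% and 1.03% that its definition leaves among hematopoietic cells. The interval of Mouse #2 (1.60 to 3.77%) overlapped that of its hematopoietic cells (0.501 to 2.12%), and so did the interval of Mouse #1 (0.785 to 3.30% against 0.492 to 2.08%). Periosteal-like cells lay between, with 12.99% (7.21 to 22.3%) and 12.3% (8.73 to 17.2%). Of the endothelial-like cells, 3 of 152 were positive in Mouse #1 and 0 of 139 in Mouse #2. Their tdTomato level was still above background, with 114 and 146 CPM. At 2000 UMIs per cell, 17.8% and 23.7% of them had a tdTomato UMI, against 7.25% and 8.88% of hematopoietic cells, beyond counting error in both mice (median depths 10732.5 and 11880 against 12462 and 10710.5 UMIs). Of all non-hematopoietic cells, 26.0% and 26.6% were tdTomato-positive. Removing the highest Scrublet scores moved the reticular-like share most, to a mean of 46.3% ± 4.18 (SD, n = 2). The close shares of the mice also depend on the threshold, which was 7.91 in Mouse #1 and 14.7 in Mouse #2. At 5 or more tdTomato UMIs, 522 of 1253 and 1236 of 2462 reticular-like cells were positive. Negative reticular-like cells held 50.7 CPM of tdTomato in Mouse #1 and 233 CPM in Mouse #2. Marked cells that the threshold missed may thus be among the negative cells of Mouse #2.

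The reticular and preosteoblast states were next compared over fixed lists of cytokines, osteogenic factors, skeletal stem cell markers, Wnt genes, transcription factors and cell cycle genes, none of which entered the clustering. Of the 43 genes, 42 passed the expression filter, with Thy1 below it. The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 33 of them, 13 higher and 20 lower in reticular-like cells, and 35 when adjusted over the list alone. The study named part of this list from these samples, so neither count is independent evidence. Of 11693 other genes outside the clustering set, 3122 (26.7%) were called, a share that a list selected in this way cannot be weighed against. Leaving out the filter on low counts moved the count most, to 36 of 43.

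All 7 cytokine and reticular genes were higher in reticular-like cells in both mice. Cxcl12 on chromosome 6 (117168535 to 117181367, plus strand) stood at 9190 and 9288 CPM in reticular-like and 3224 and 2068 CPM in preosteoblast-like cells. Its log2 fold change was 1.80 ± 0.23 (SE; edgeR adjusted p 0.0039). Kitl on chromosome 10 (100015630 to 100100416, plus strand) rose by 2.12 ± 0.14 (edgeR adjusted p 0.00063). Lepr rose by 1.89, Fgf7 by 1.85, Tnfsf11 by 1.74, Il7 by 1.58 and Cebpb by 1.17 on the log2 scale, each called. The 4 osteogenic genes were lower in reticular-like cells in both mice. Postn on chromosome 3 (54361109 to 54391037, plus strand) fell by 5.66 ± 0.18 on the log2 scale (edgeR adjusted p 0.00018). Sp7 fell by 3.69, Pth1r by 1.90 and Clec11a by 1.77 on that scale, each decreased by the same test. Clec11a on chromosome 7 (44302687 to 44306902, minus strand) stood at 102 and 101 CPM in reticular-like and 313 and 377 CPM in preosteoblast-like cells.

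The other lists were divided. Among skeletal stem cell genes, Grem1 was higher in reticular-like cells by 1.65 ± 0.12 (edgeR adjusted p 0.00083). Cd200 (-0.88, edgeR adjusted p 0.066), Itgav (-0.25, adjusted p 0.21), Eng (0.047, adjusted p 0.84) and Ly6a (1.14, adjusted p 0.11) did not pass. With the mouse as a block, Cd200 (-0.81, edgeR adjusted p 0.019) and Ly6a (1.20, adjusted p 0.037) passed. The mice went opposite ways for Eng, with -0.22 in Mouse #1 and 0.28 in Mouse #2. Ly6a rested on 1.87 and 3.01 CPM in reticular-like cells. The Wnt antagonists Sfrp4 (2.37), Sfrp2 (0.90) and Sfrp1 (0.55) were higher in reticular-like cells, while Ctnnb1 (-0.91), Axin2 (-2.53) and Lef1 (-4.70) were lower, all called. Of the transcription factors, Runx2 fell by 0.46 on the log2 scale and was called. Atf4 (0.35, edgeR adjusted p 0.072) and Sox9 (-0.41, adjusted p 0.57) were not. For Sox9 the mice went opposite ways, with log2 ratios of 0.45 and -1.58. Of the 15 cell cycle genes, 12 were called, all lower in reticular-like cells, with log2 fold changes from -3.03 to -1.22. Each called cell cycle gene was below 10 CPM in reticular-like cells.

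**Figure D2:**
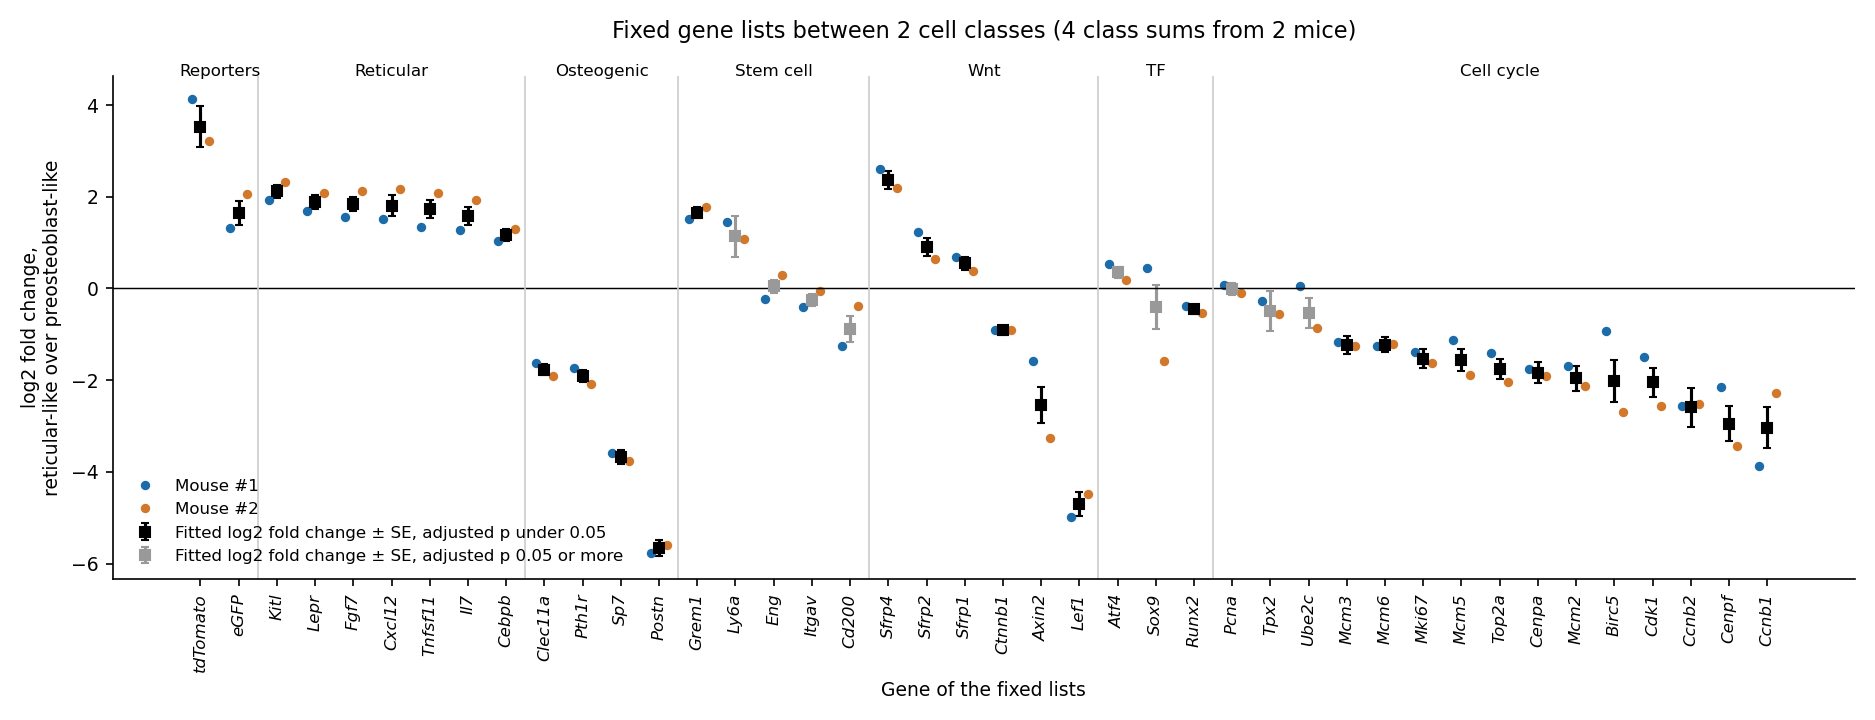
Log2 fold change of each tested list gene, reticular-like over preosteoblast-like cells, with squares for the edgeR estimate ± SE (black, adjusted p under 0.05; gray, not) and circles for the ratio in each mouse. The cytokine and reticular genes lie above 0 and the osteogenic genes below 0 in both mice, while Eng, Sox9, Pcna and Ube2c have circles on both sides of 0.

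Outside the lists and the clustering genes, the named-gene rule gave Ptchd1 (4.71), Chrdl1 (4.03), Pla1a (3.89), Cbln2 (3.67) and Il34 (3.57) as the highest in reticular-like cells. Chrdl1 had 814 and 711 CPM there against 47.7 and 45.5 CPM in preosteoblast-like cells, with an edgeR adjusted p of 0.00018. It lies on chromosome X (143285674 to 143394262, minus strand). The lowest were Car8 (-6.37), Panx3 (-5.99), Spata13 (-5.03), Tspan18 (-4.69) and 4833422C13Rik (-4.64). The latter is annotated as antisense, and the strand rule of the counting was not stated, so its level is uncertain. Panx3 had 0.312 and 0.508 CPM in reticular-like against 26.1 and 29.9 CPM in preosteoblast-like cells (edgeR adjusted p 0.00022). Each of these 10 genes had the same direction in both mice.

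The study asked of the marked cells whether they carry more CXCL12 but not more SCF, the product of Kitl, and whether they divide less. In transcripts this became a comparison of tdTomato-positive with tdTomato-negative reticular-like cells, 508 with 745 in Mouse #1 and 982 with 1480 in Mouse #2. The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 12202 genes, with 468 at an unadjusted p under 0.05. None of the 38 tested list genes was called either, whether over all genes or adjusted over the list alone, with 7 at an unadjusted p under 0.05. With the mouse as a block the same test called 325 genes, 167 higher and 158 lower in positive cells, and 1880 had an unadjusted p under 0.05. That fit called 5 list genes and 13 when adjusted over the list alone. Cells matched on cluster and depth moved the count most, to 498 with the block. The negative cells of Mouse #2 may hold marked cells that the threshold missed, which would weaken the contrast. With cells of 5 or more tdTomato UMIs against cells of 0, the unblocked fit also called 0 of 11844 genes.

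Cxcl12 stood at 9516 and 9765 CPM in positive and 8597 and 8612 CPM in negative cells. Its log2 fold change was 0.16 ± 0.062 (SE; edgeR adjusted p 0.99) without the block and 0.16 ± 0.038 (edgeR adjusted p 0.030) with it, and both mice were higher in positive cells. That call was lost when the cells rich in hemoglobin were also left out (0.16, edgeR adjusted p 0.0605), and kept with cells matched on cluster and depth (0.15, edgeR adjusted p 3.0e-07). In that matched fit the hemoglobin gene Hba-a2 had an edgeR adjusted p of 3.4e-194, though few cells of the full set held most hemoglobin UMIs. The p-values of the matched fit thus do not measure the spread between 2 mice, and they do not outweigh the lost call. Kitl did not differ past the threshold, with 0.058 ± 0.085 (edgeR adjusted p 0.99) without and 0.059 ± 0.047 (adjusted p 0.60) with the block, and the mice at 0.13 and -0.0085. Whether the effect on Cxcl12 differs from that on Kitl was not tested. The other list genes called with the block were eGFP (0.28), Sfrp4 (0.19), Itgav (-0.29) and Cdk1 (-1.65), the last at under 4 CPM in all sums.

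By the named-gene rule, the blocked fit gave iCreER (1.17 ± 0.13, edgeR adjusted p 0.00017), Ptn (0.73), Srgn (0.71), Tspo (0.68) and Col6a5 (0.61) as the highest in positive cells. Without the block their edgeR adjusted p-values ran from 0.74 to 0.99. Ptn on chromosome 6 (36714929 to 36810220, minus strand) had 671 and 826 CPM in positive against 380 and 531 CPM in negative cells. The lowest were the hemoglobin genes Hba-a2 (-3.08), Hba-a1 (-2.90), Hbb-bs (-2.63) and Hbb-bt (-2.59), followed by Cldn10 (-1.13). The hemoglobin genes form near-identical pairs whose UMIs could be split in counting, so single values are uncertain. Their counts sat in few cells: 1 negative cell held 75.3% of the hemoglobin UMIs of negative cells in Mouse #1, and 5 cells held 87.9% in Mouse #2. Their direction reversed with another tdTomato threshold, with Hbb-bs at 1.26.

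The 15 cell cycle genes together had 68.4 CPM in positive and 115 CPM in negative cells of Mouse #1 when reticular-like and preosteoblast-like cells were pooled. In Mouse #2 these were 69.5 and 116 CPM. The mean log2 ratio was -0.75 ± 0.0092 (SD, n = 2), and the Poisson intervals of the sums (62.3 to 74.9 against 110 to 120 CPM, and 65.0 to 74.3 against 112 to 120 CPM) did not overlap. Of the pooled positive cells, 508 of 515 and 982 of 1002 were reticular-like, against 745 of 1171 and 1480 of 2272 negative cells. Most of these genes were lower in reticular-like than in preosteoblast-like cells. The pooled ratio thus reflects class makeup in part and cannot show by itself that marked cells divide less. Among reticular-like cells alone the sums were 67.8 against 87.7 CPM and 67.6 against 74.4 CPM, a mean log2 ratio of -0.25 ± 0.16 (SD, n = 2). There the intervals of Mouse #2 touched (63.1 to 72.4 and 70.4 to 78.4 CPM). Pcna alone stood at 40.0 and 34.0 CPM in positive and 42.2 and 34.0 CPM in negative reticular-like cells, with TMM scaling. Its log2 fold change was only -0.043, so a gene with little change made up much of these sums. The share of reticular-like and preosteoblast-like cells with 2 or more such UMIs after thinning was 0.971% of positive against 2.66% of negative cells in Mouse #1, and 1.10% against 2.74% in Mouse #2. In reticular-like cells alone it was 0.591% against 1.49%, and 1.22% against 1.496%. These low shares rest on few cells, out of 508 against 740 and 982 against 1471, and no intervals were computed for them. Unthinned, the shares were 22.7% against 29.8% and 17.9% against 27.7% in both classes together, and 22.4% against 26.0% and 17.2% against 20.5% in reticular-like cells. No test was made of these sums and shares. A permutation test of 2 mice could not reach a p under 0.05, and no other test was run on them. Including the unnamed cycling cluster moved the pooled ratio most, to -2.26. That cluster was not named reticular-like, so the makeup of the sets enters this value too.

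**Figure D3:**
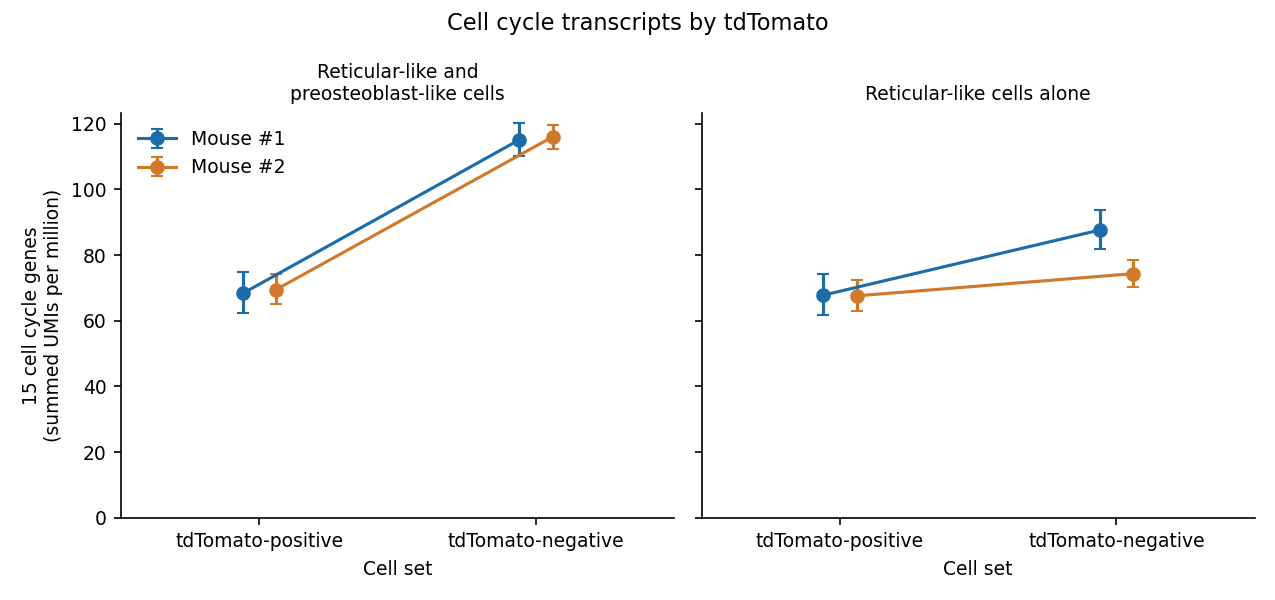
Summed CPM of 15 cell cycle genes in tdTomato-positive and tdTomato-negative cells, for reticular-like and preosteoblast-like cells together (left) and reticular-like cells alone (right), 1 line per mouse with 95% Poisson intervals. Positive cells lie lower in both mice, by a mean log2 ratio of -0.75 on the left and -0.25 on the right. The left panel reflects class makeup in part, as nearly all positive cells were reticular-like.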

Values the study reported

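The study reported 2749 cells for Mouse #1 and 4577 cells for Mouse #2, or 7326 in total. Of these, it assigned 721 of 2749 cells (26.2%) and 747 of 4577 cells (16.3%) to clusters in which eGFP was not detectable, which held myeloid, lymphoid and erythroid cells. By flow cytometry of 5 mice, it found tdTomato in 27.9 ± 3.0% of the Cxcl12-GFP-high cells that lacked blood and endothelial surface markers.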

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

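The tests of free RNA, of missed marked cells and of eGFP reads were chosen only after the results were seen, while the test of tdTomato reads was set before its result was seen. Both signals below lie in features that no comparison of the classes was designed around. The design has 1 group of mice, so no biological explanation was tested.

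Transcripts of the recombinase itself were detected through the iCreER feature, with a mean of 18.02 ± 4.08 CPM (SD, n = 2) in reticular-like cells. Mouse #1 had 248 UMIs (15.1 CPM, Poisson interval 13.3 to 17.1) and Mouse #2 had 635 UMIs (20.9 CPM, 19.3 to 22.6). Hematopoietic cells held 8 and 11 UMIs, or 0.617 and 0.873 CPM. The lower of the reticular-like to hematopoietic ratios was 23.9, far above a ratio near 1 that free RNA in droplets would give, so free RNA is excluded as the whole source. Reads of tdTomato counted as iCreER would give the steep contrast of tdTomato itself, which was 41.4 and 11.1 times higher in positive than in negative reticular-like cells. The higher iCreER ratio was 3.10, and it was 1.88 in Mouse #2, which argues against that source for all of the signal. The tdTomato-negative cells held 8.15 and 15.5 CPM of iCreER. In Mouse #2 they also held 233 CPM of tdTomato, against 74.4 CPM in hematopoietic cells, so marked cells that the threshold missed may carry part of it (in Mouse #1 these were 50.7 and 43.7 CPM). Marked cells with tdTomato UMIs are excluded as the whole source, since reticular-like cells without a tdTomato UMI (514 and 797 cells) held 8.71 and 11.4 CPM of iCreER, at least 12.996 times the hematopoietic level. Whether these cells had recombined was not measured, so marked cells without a tdTomato UMI stay open. No mouse without the transgene was analysed here.

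The EYFP feature, a reporter that the labels do not list for these mice, had a mean of 0.698 ± 0.0376 CPM (SD, n = 2) in reticular-like cells, from 11 and 22 UMIs. Hematopoietic cells held 1 UMI in each mouse. The EYFP and eGFP sequences are alike, and eGFP reads with errors are a candidate source. At the reticular-like rate of 33 EYFP UMIs in 588514 eGFP UMIs, all other cells would hold 8.08 EYFP UMIs, and 13 were observed (Poisson interval 6.92 to 22.2), a ratio of 1.61. The observed count was within counting error of that rate, so it may be misassigned eGFP. With 13 UMIs the test could detect only large departures.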

How the results depend on the processing

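The removal of the highest Scrublet scores, matching on cluster and depth, removal of cells with over 1% hemoglobin UMIs, inclusion of the cycling cluster, and the UMI minimum for all but the number of cells and the hematopoietic share were chosen only after the data were seen. Counts of calls have no value without a replicate, since 1 mouse per class gives no test.

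Of 24 main values, 9 stayed within their spread (1 SD of the mice, or a factor of 1.5 for counts) under all their alternatives. The tdTomato difference between the classes stayed called in all 10 alternatives, with log2 fold changes from 3.44 to 3.83, and 31 to 36 list genes were called (33 to 36 when adjusted over the list alone). With 2 mice, the SD of some values is very small, so changes beyond it can be small too. The cause was not tested unless stated.

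At 500 genes and 20% mitochondrial UMIs, the reticular-like share was 56.0%, preosteoblast-like 19.7% and unnamed 14.2%, thinned eGFP detection in reticular-like cells 99.6%, the cell cycle log2 ratio of both classes together -0.63 and their share difference -1.39 points. At 2000 genes and 10%, these were 65.1%, 19.6%, 4.64%, 99.4%, -0.78 and -1.83. With the UMI minimum, the preosteoblast-like share was 22.3%, unnamed 4.79%, eGFP detection 99.6%, tdTomato-positive 41.0%, the cell cycle ratio -0.83, its share difference -1.60, and the ratio in reticular-like cells alone -0.50. Removal of automatic Scrublet calls gave 98.8% for eGFP detection, -0.74 and -1.72. Removal of the highest Scrublet scores gave 20.5% preosteoblast-like, 8.89% unnamed, 99.4% eGFP detection, 256 CPM of eGFP in hematopoietic cells, 46.3% tdTomato-positive, -0.66 and -1.25. Resolution 1.0 gave 58.9% reticular-like, 20.1% preosteoblast-like, 11.1% unnamed, 98.96% eGFP detection, -0.73 and -1.53. Clustering with the fixed lists gave 7.74% unnamed, 99.1% eGFP detection, -0.64 and -1.85. At 5 or more tdTomato UMIs against 0, 45.9% of reticular-like cells were positive and the cell cycle ratio was -0.61. There, the thinned share in reticular-like cells of Mouse #2 was higher in positive (2.10%) than in negative cells (1.27%), opposite to the mean. Including the cycling cluster gave -2.26. In Mouse #1 it raised the cell cycle UMIs of negative cells from 1932 to 9433 and those of positive cells from 467 to 641. Without thinning, eGFP detection was 99.5% in reticular-like, 92.0% in preosteoblast-like and 38.8% in hematopoietic cells, and the share differences were -8.47 and, for reticular-like cells alone, -3.47 points, since deeper cells show more UMIs. All cell cycle means kept their sign under these alternatives, though those of both classes together reflect class makeup in part.

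The comparison of tdTomato-positive with tdTomato-negative cells depended most on the fit. It called 0 genes in edgeR without the block, 6 with DESeq2, 77 without the filter on low counts and 325 with the replicate block. The blocked fit shared all 6 and 73 of the 77, and 2 of the 77 lay outside the filter. With the block, matched cells gave 498 calls (294 shared with the 325) and removal of hemoglobin-rich cells 326 (305 shared). The p-values of the matched fit were extreme even for hemoglobin genes, so its calls carry little weight. The list calls were 1 without the filter, 5 with the block, 10 with the block and matching, and 5 with the block and no hemoglobin-rich cells, where Cxcl12 was no longer among them (edgeR adjusted p 0.0605). Adjusted over the list alone they were 6, 13, 10 and 12. In simulated data with mouse effects the unblocked fit recovered 49 of 200 changed genes and the blocked one 151. That simulation was built with full pairing and the spread of the blocked fit, so it favored the block. The pairing of classes within mice stays a candidate source of the gap, which this simulation cannot decide. Among the list and named genes between the classes, the block changed only the calls of Cd200 (-0.81) and Ly6a (1.20), both then called. Over all genes of that comparison it raised the calls from 3776 to 4387.

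The hemoglobin genes reversed. With the highest Scrublet scores removed, Hba-a2 was 0.97, Hba-a1 0.89, Hbb-bs 1.08 and Hbb-bt 0.89. At 5 or more tdTomato UMIs against 0, they were 1.19, 1.08, 1.26 and 0.98. A few cells carry these counts, so a small change in the cells can change the sign. Without the cells over 1% hemoglobin UMIs, the log2 ratio of their sum kept its sign but was small (-0.19 and -0.12). Across the values of each mouse alone, Eng between the classes ran from -0.22 to 0.28, Sox9 from -1.58 to 0.45, and Kitl in the tdTomato comparison from -0.0085 to 0.13, so for each 1 mouse goes against the mean. The value of a single mouse can never lie further than 1 SD from a mean of 2, so these values say nothing on stability.

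Single named genes changed as follows over the other alternatives. Between the classes, 33 of 36 genes were the same in all 10 alternatives, and 6 changes, all to a call, fell on Cd200, Ly6a and Atf4. In the tdTomato comparison, 1 of 16 genes was the same in all 15 alternatives, 55 changes were to a call and none lost one, as none was called without the block. Cell cycle genes of the list were followed as a sum only. Each called cell cycle gene lies below 10 CPM in reticular-like cells, and whether depth limits these calls was not tested.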

Other observations

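The tests on Cxcl12 in cluster 0 and on cluster 17 were chosen only after the results were seen, as were the matched cells, and the others were set before their results were seen. The design has 1 group of mice, so no biological explanation was tested for any pattern here.

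Within reticular-like cells, iCreER was uneven. Cluster 0 held 4.81 and 7.28 CPM, 0.164 and 0.2195 times the level of clusters 1 and 2 together. The iCreER feature was among the genes used for clustering, so part of this contrast could be built in. Lower transcription of Cxcl12 in cluster 0 would lower both transcripts alike, but the Cxcl12 ratio was 0.909 and 0.907, which argues against it. The tdTomato ratio was 1.16 and 1.26, so cluster 0 was not short of marked cells. A stress response during isolation stays open. Of 4 comparisons of cells above and below the median of 10 immediate early genes (Fos, Fosb, Jun, Junb, Egr1, Ier2, Atf3, Dusp1, Zfp36 and Nr4a1, all detected in reticular-like cells of both mice), 3 had more iCreER in the higher cells (1.64, 1.43 and 1.45). The ratio in clusters 1 and 2 of Mouse #1 was 0.757, and the UMIs behind these ratios in cluster 0 of Mouse #1 were only 14 and 9. Across clusters the values went both ways. Cluster 2, with 27.1 and 30.9 CPM of iCreER, held more Fos than cluster 0 (1191 and 1146 against 182 and 297 CPM) but less Nr4a1 (92.1 and 99.6 against 335 and 332 CPM). Cluster 5, with Fos at 4689 and 6221 CPM, held 8.65 and 29.5 CPM of iCreER.

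Endothelial-like cluster 10 carried more eGFP per Cxcl12 UMI than reticular-like cells. The ratio was 3.72 and 3.31 in the mice, against a mean of 1.40 ± 0.0287 (SD, n = 2) in reticular-like cells. In endothelial-like cluster 18 (28 cells in each mouse) it was 1.40 in both mice, so the class did not share the pattern. Free RNA held at most 0.958 eGFP UMIs per Cxcl12 UMI, so adding it would lower the ratio of cluster 10. Doublets with reticular-like cells would bring the reticular markers along with eGFP. Over 7 markers (Esm1 was left out, as endothelial cells can express it) the median was 1.78% and 3.44% of the reticular-like level, while eGFP reached 27.9% and 26.9%. Both explanations are thus excluded as the whole cause. Different stability of the 2 transcripts, or unequal use of the alleles, may remain, and neither was tested.

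The unnamed cluster led by Bglap and Col11a2 (cluster 17) held tdTomato UMIs with little eGFP. Its 13 and 61 cells had 44 and 182 tdTomato UMIs beside 28 and 626 eGFP UMIs. If all its eGFP were free RNA, 2.82 and 90.7 tdTomato UMIs would come with it. The ratios of observed to expected were 15.6 and 2.01, beyond counting error in both mice. Without thinning, more of the cells held tdTomato (69.2% and 77.0%) than eGFP (38.5% and 44.3%), although eGFP is the more abundant in free RNA. After thinning, this order held in Mouse #1 (30.8% against 0%) but not in Mouse #2 (6.56% against 8.20%). The UMI ratios still argue against free RNA of this makeup as the whole source. In CPM, tdTomato was above the hematopoietic level only in Mouse #1 (85.8 against 43.7, and 66.4 against 74.4 in Mouse #2), but these cells are deeper (median 41863 and 50483 UMIs), so free RNA would be a smaller part of them. The 3 cells with most tdTomato held 72.7% and 35.7% of these UMIs. No cell of this cluster passed the threshold for tdTomato-positive cells.

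Reticular-like cluster 5, led by Fos, Egr1 and Sox9, held 30.3% of the reticular-like cells of Mouse #1 and 3.29% of those of Mouse #2. Sox9 had 117 and 48.5 CPM in this cluster, and 55.6 and 18.6 CPM in all reticular-like cells, so the size of the cluster bears on the opposite directions of Sox9 in the mice. A stress response during isolation that was stronger in Mouse #1 would raise immediate early genes in every class. Their median log2 ratio, Mouse #1 over Mouse #2, was 0.41 in endothelial-like and 0.60 in periosteal-like cells, but -0.048 in preosteoblast-like and 0.088 in hematopoietic cells. In reticular-like cells it was 0.33, but this follows from the larger cluster 5 at least in part: within clusters 0, 1, 2 and 5 it was -0.26, 0.00033, -0.29 and -0.29, and 0.26 in the small cluster 16. The test leaves it open, as the classes could differ in their response, and 2 mice do not separate handling from the animal.

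The 4 hemoglobin genes were lower in tdTomato-positive than in tdTomato-negative reticular-like cells, by log2 ratios of -2.09 and -3.35 for their sum. In the negative cells, 1 cell held 75.3% of these UMIs in Mouse #1 and 5 cells held 87.9% in Mouse #2, while the median cell held 4 and 3 of them in positive and negative cells alike. Without the cells over 1% hemoglobin UMIs, the log2 ratios were only -0.19 and -0.12. The source of the UMIs in the few cells that held most of them was not tested.

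The higher eGFP and Cxcl12 in tdTomato-positive cells were checked against the makeup of the positive cells. Matching 493 pairs of cells in Mouse #1 and 982 in Mouse #2 on cluster and depth left log2 fold changes of 0.25 for eGFP and 0.15 for Cxcl12 with the replicate block, against 0.28 and 0.16 before. Cluster makeup and depth are thus excluded as the whole cause. The direct effect of recombination, and a threshold that a cell with more Cxcl12 promoter activity passes more readily, are candidate explanations that were not tested.

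Other recombinase and reporter features were near or at 0. The Cre, CreER and mCherry features had 0 UMIs in reticular-like cells of both mice, and CreER-WPRE had 2 and 1.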
